A study of Homo sapiens with 4 samples. Its data were reported in "Elevated microRNA-187 causes cardiac endothelial dysplasia to promote congenital heart disease through inhibition of NIPBL" (2024).

How the data were processed

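Gene expression was measured by mRNA sequencing in 4 libraries of EA.hy926 cells, 2 labelled miR-NC and 2 labelled miR-187. Group and replicate number were taken from the sample titles. The study's methods describe delivery of a synthetic miRNA by lipid transfection, and the dose for these libraries is not given in the sources used here. The study names its libraries as mRNA libraries, and the step that selected mRNA is not given in the sources used here.

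For each gene and library the authors deposited one FPKM value (fragments scaled by transcript length and by the mapped fragments of a library). The submitters' processing notes name HISAT2 for alignment, StringTie for quantification, DESeq2 and the genome build hg19, with no versions. Read counts and the authors' own comparisons were not used here. FPKM divides by transcript length and by the fragments mapped in a library, so a library in which abundant transcripts take a larger share shows lower FPKM for the remaining genes. No table of fragment totals was used, so the depth of the libraries is unknown. The low values were examined for steps of a single read. They gave only a rough relative depth, and whole reads could not be recovered for most genes, so no counting interval or detection floor is given. An FPKM of 0 is described as listed at 0. StringTie can divide fragments between near-identical copies, so values of pseudogenes and paralogs are uncertain.

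Copies of genes in the pseudoautosomal region of chromosome Y were left out. Of the remaining 62443 gene identifiers, 58611 were matched without their version suffix to a separate reference of gene names, which gave the symbols. Among the tested genes 99.46% were matched. The 3' UTRs and coordinates come from GENCODE 29, an annotation of GRCh38, and its transcript sequences. No coordinate was converted from hg19. No genome sequence was used here, so only annotated transcripts were searched for sites.

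Values were analysed as log2(FPKM + 1). Genes with at least 1 FPKM in at least 2 libraries were tested with limma 3.58.1 in R 4.3.3, with a linear model on group and moderated variances with an intensity trend. The test was two-sided, with Benjamini-Hochberg adjustment over all tested genes and a threshold of 0.05 for the adjusted p. In counts of list members, fell, rose, lower and higher mean that a gene passed the test in that direction. A fold change on the log2(FPKM + 1) scale understates the change of genes with low FPKM. The fit had 2 residual degrees of freedom and 10.9 prior degrees of freedom. An exact permutation test of 2 libraries against 2 cannot go below p = 0.33 and was not used. NIPBL and most of the predicted miR-187 targets lay below the expression filter. The filter was kept, and these genes are given as values or from a fit without the filter.

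The test, filter, pseudocount, 31 gene lists, naming rule and most alternatives were fixed before the data were examined. The lists were written by hand, with the target and RT-qPCR lists taken from the study. The gene sets of the study's GSEA were not used. Genes were named by this rule: among called genes with a mean of at least 5 FPKM in the higher group and with groups that did not overlap, the 12 with the largest rise and the 12 with the largest fall that carry a gene symbol, then up to 4 members of each list with the smallest adjusted p, and all tested members of the target and RT-qPCR lists. An item that the rule names is not reported here. Other genes named are said to have been chosen after their values were seen.

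Lists with at least 5 tested members were tested against all other tested genes with camera (limma, inter-gene correlation preset to 0.01), with Benjamini-Hochberg adjustment over the 22 such lists. Camera with an estimated correlation and fry were run beside it. The estimated correlation rests on 2 residual degrees of freedom, which leaves that test little power. A list that does not pass it is therefore not shown to be unchanged. Fry tests whether the genes of a list move one way on balance and does not compare them with other genes. Each list median was also placed among 10000 random lists matched on mean expression. Fgsea 1.28.0 was run as an alternative.

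Sites were matches to the seed of miR-187-3p, UCGUGUCUUGUGUUGCAGCCGG. The mature sequence is the textbook one, and its letters lie in the miR-187 fragment printed in the study's methods, which does not mark where the mature form starts. A 7mer-m8 site is AGACACG, which pairs with bases 2 to 8. A 7mer-A1 site is GACACGA, which pairs with bases 2 to 7 and is followed by A. An 8mer site is AGACACGA and a 6mer site is GACACG. One 3' UTR per gene was searched. Genes with a 7-mer site were compared by camera with genes whose 3' UTR held none, and the mean difference of the seed was ranked among other 7-mers held by the 3' UTRs of at least 50 tested genes. Sequence work used Python 3.11.15 with pandas 2.3.3 and numpy 2.4.6, and plots used matplotlib 3.10.9.

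The steps were tested on simulated data in which 200 of 8196 genes were changed with 2 libraries per group. The test called 59% of genes changed by 1 on the log2 scale and 100% of genes changed by 2, and 4 unchanged genes were called. A list of lowered genes was called and 0 of 20 unchanged lists were. The simulated genes varied independently and no library was shifted as a whole. These rates therefore do not cover correlated genes or a shift of whole libraries.

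Alternatives covered the pseudocount, the filter on low values, rescaling to TPM, median-of-ratios scaling, quantile normalization, the variance model, the replicate number as a block, leaving out each library, the thresholds, the set tests and the site types. Cyclic loess normalization and scaling by the FPKM outside the 100 most abundant genes were added after the data were seen. With a library left out, a gene that no longer met the expression filter was not tested and was counted as not passing. A gene below 1 FPKM in both miR-187 libraries meets this fate by construction once either miR-NC library is left out. Mature miR-187 is not measured by mRNA libraries, and the miRNA gene itself, MIR187, was listed at 0 in all 4. The size of the miR-187 increase was therefore not analysed here.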

Results

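The data are mRNA profiles of EA.hy926, a human endothelial line made by fusing umbilical vein endothelial cells with a lung carcinoma line. Cells received miR-187 or a negative control miRNA (miR-NC), and 2 libraries were sequenced for each. A miRNA is a short RNA that pairs through its seed with sites in mRNAs, mostly in the 3' UTR, and lowers them. FPKM summed to 736702 and 739377 in the miR-NC libraries and to 763221 and 748075 in the miR-187 libraries. A level of at least 1 FPKM was reached by 8098 and 8868 genes with miR-NC and by 7290 and 7189 genes with miR-187. Across tested genes, the Pearson correlation of log2(FPKM + 1) was 0.988 within both groups and 0.975 to 0.978 between them, although genes are not independent replicates. Nothing says that replicates came from separate cultures, so p-values measure only the spread between these 4 libraries, which may be technical.

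To see which transcripts changed with miR-187, all 8196 genes above the expression filter were compared. CAVIN1 (ENSG00000177469), also known as PTRF and the gene of a coat protein of caveolae, had the largest fall on the log2(FPKM + 1) scale among the genes named by rule, from 19.8 ± 2.52 FPKM (SD, n = 2) to 1.28 ± 0.0313 FPKM (SD, n = 2). Its log2 fold change was -3.18 ± 0.22 (SE, adjusted p = 3.8e-06). TMSB10 (ENSG00000034510), a thymosin that binds actin monomers, fell from 5707 ± 249 to 777 ± 45.0 FPKM (SD, n = 2), a log2 fold change of -2.88 ± 0.08 (SE, adjusted p = 2.6e-10). The chemokine gene CCL2 fell from 60.1 ± 12.6 to 8.15 ± 0.580 FPKM (SD, n = 2), and the matrix glycoprotein gene SPARC from 84.6 ± 6.14 to 12.01 ± 0.255 FPKM (SD, n = 2). MIR222HG, the host transcript of a pair of miRNAs, went from 6.83 ± 2.33 to 0.174 ± 0.00741 FPKM (SD, n = 2). S100A4, a calcium-binding protein gene, went from 6.8 to 0.505 FPKM, and GIPC1, which encodes a PDZ-domain scaffold, from 6.29 to 0.412 FPKM. The septin gene SEPTIN7 fell by 2.05 on the log2 scale, LINC01605 by 2.51, FAM24B by 2.45 and the adaptor gene SH2D1B by 2.41. LDHAP4, a pseudogene of lactate dehydrogenase A that can share reads with LDHA, was also called (adjusted p = 0.0475), but it read 0.366 FPKM in miR-187 replicate 1 and 22.2 FPKM in replicate 2, and its adjusted p was 0.412 without that replicate 1, 0.150 without miR-NC replicate 1 and 0.232 without miR-NC replicate 2.

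In the values as deposited fewer genes rose than fell, which did not hold after median-of-ratios scaling (383 higher and 303 lower). The tropomyosin gene TPM4 rose from 49.7 ± 1.34 to 128 ± 5.68 FPKM (SD, n = 2; adjusted p = 3.4e-05). ACTA2, the smooth muscle actin gene, rose from 8.46 ± 0.731 to 22.3 ± 2.82 FPKM (SD, n = 2). ACTA2 can share reads with ACTB, which stood at 20036 and 18573 FPKM with miR-NC and at 29498 and 31443 FPKM with miR-187. NOLC1, the gene of a nucleolar phosphoprotein, rose by 1.28 on the log2 scale, EMC6, from the membrane protein insertion complex of the endoplasmic reticulum, by 1.11, MESD, a chaperone gene, by 1.02, and CCDC80 by 1.01. The noncoding transcripts LINC00667 and LINC00674 rose by 1.6 and 1.53, and RPL26L1 and the pseudogene EIF4A1P10, whose reads can overlap with those of close copies, by 1.06 and 1.17. TRAPPC5 was called (adjusted p = 0.0250) at 0.649 ± 0.193 FPKM with miR-NC and 7.06 ± 7.87 FPKM with miR-187 (SD, n = 2), with 1.49 FPKM in miR-187 replicate 1 and 12.6 FPKM in replicate 2. Its adjusted p was 0.103 without miR-NC replicate 1 and 0.133 without miR-NC replicate 2, and it was no longer tested without either miR-187 library. MESD had an adjusted p of 0.0656 without miR-187 replicate 1, and CCDC80 had 0.0649 without miR-187 replicate 1 and 0.119 without replicate 2. MIR222HG, S100A4 and GIPC1 were no longer tested once either miR-NC library was left out.

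**Figure D1:**
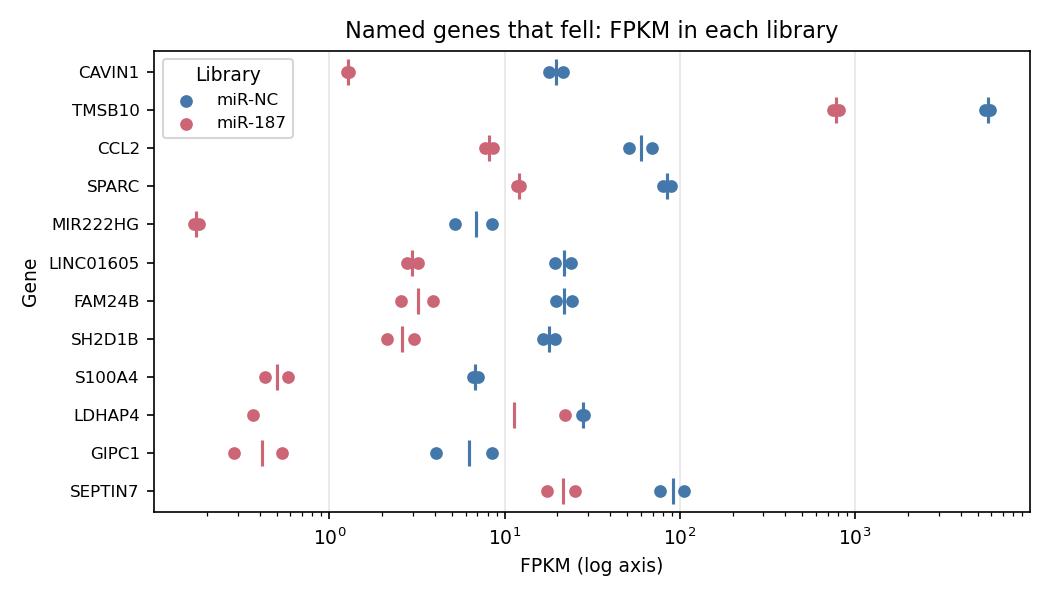
FPKM on a log axis in each library for the 12 named genes that fell, with miR-NC in blue, miR-187 in red and each group's mean as a bar. CAVIN1 lies at 18.0 and 21.5 FPKM in the miR-NC libraries and at 1.26 and 1.30 FPKM in the miR-187 libraries, and LDHAP4 differs widely between the miR-187 libraries.

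In total 2358 of the 8196 genes passed the test, 122 higher and 2236 lower with miR-187. The libraries also differed as a whole: the median tested gene had a log2 fold change of -0.39, and 6985 genes (85.2%) lay below 0. List medians are therefore also given relative to that median. With TPM, which moved the median to -0.44, 111 genes were higher and 2590 lower. Median-of-ratios scaling, which moved the median to -0.01, gave 383 higher and 303 lower, and all 303 were among the lower genes of the values as deposited. Quantile normalization gave 293 higher and 319 lower, cyclic loess 318 higher and 360 lower, and scaling by the FPKM outside the 100 most abundant genes 245 higher and 741 lower. The direction of small changes thus rests on the scaling, whereas CAVIN1 (-2.81), TMSB10 (-2.39), CCL2 (-2.26), SPARC (-2.25) and TPM4 (1.83) passed with the same direction after median-of-ratios scaling. The 100 most abundant genes took 64.1% and 61.5% of the FPKM sum with miR-NC and 69.7% and 70.0% with miR-187. The count was 972 without miR-NC replicate 2, 1209 without miR-187 replicate 1 and 894 without miR-187 replicate 2. Without the filter on low values limma called 0 of 25001 genes, with 4189 at an unadjusted p under 0.05.

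NIPBL (ENSG00000164190), the cohesin loader that the study placed downstream of miR-187, was low in every library. It read 0.859 and 0.984 FPKM with miR-NC and 0.586 and 0.644 FPKM with miR-187, means of 0.921 ± 0.0880 and 0.615 ± 0.0410 (SD, n = 2). The ratio of the means was 0.668. These values lie below the expression filter. In a fit of all 25001 detected genes the log2 fold change of NIPBL was -0.25 ± 0.17 (SE, adjusted p = 0.553). With median-of-ratios factors from those genes it was -0.03 (adjusted p = 0.951). The fit as deposited called 0 genes and gave even CAVIN1 an adjusted p of 0.145, so it cannot decide whether NIPBL changed. Its SE draws on the variances of all genes, and the SD of NIPBL within groups was 0.0534. The gene spans positions 36876759 to 37066413 of chromosome 5 on the plus strand (GRCh38). Its 3' UTR holds 1521 nucleotides in the annotation, and 0 of its 8 annotated transcripts hold GACACG, the 6mer match to the miR-187-3p seed.

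Most of the 21 genes that the study predicted as miR-187 targets were hardly expressed here, although 18 hold a 7-mer seed match in the 3' UTR searched for each gene. Over whole annotated transcripts, NIPBL was the only gene among the 21 without a 7-mer match. In all 4 libraries 8 of the 21 genes were listed at 0 and 16 stayed below 1 FPKM, and 4 were tested. The FGF signalling inhibitor gene SPRY1 fell from 2.19 ± 0.402 to 0.819 ± 0.749 FPKM (SD, n = 2), a log2 fold change of -0.87 ± 0.28 (SE, adjusted p = 0.0358). The transcriptional repressor gene BCL6 fell from 3.78 ± 0.970 to 1.82 ± 0.261 FPKM (SD, n = 2), a log2 fold change of -0.75 ± 0.25 (SE, adjusted p = 0.0409). GTDC1 (-0.44) and NOL7 (-0.44) did not pass, and adjusted over the list alone the count was also 2. As a set the 4 tested genes did not differ from other genes (camera p = 0.418, p = 0.566 with an estimated correlation, and p = 0.0730 with fry for a common direction). Neither call held after median-of-ratios scaling (adjusted p = 0.270 for SPRY1 and 0.204 for BCL6). SPRY1 was lost without miR-NC replicate 1 (adjusted p = 0.0707), miR-NC replicate 2 (0.219) or miR-187 replicate 1 (0.406), and BCL6 without miR-NC replicate 2 (0.173), miR-187 replicate 1 (0.268) or miR-187 replicate 2 (0.160).

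Of the 9 targets on the RT-qPCR list of the study, 3 were tested here and all 3 fell, 3 when adjusted over the list alone. The study chose these genes from predictions and earlier reports and measured them in endothelial cells derived from stem cells. The 3 tested here are thus a small and chosen set. They were CAVIN1, BCL6 and the endocytic adaptor gene DAB2, which fell from 8.09 ± 0.637 to 3.19 ± 0.594 FPKM (SD, n = 2). The log2 fold change of DAB2 was -1.12 ± 0.23 (SE, adjusted p = 0.00481), and it was -0.72 after median-of-ratios scaling (adjusted p = 0.0470). Without miR-187 replicate 2 the adjusted p of DAB2 was 0.0912. SMAD7, an inhibitor of TGF-beta signalling, read 0.154 ± 0.0298 FPKM with miR-NC and 0.210 ± 0.158 FPKM with miR-187 (SD, n = 2) and was not tested.

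Several of these genes carry seed matches at mapped positions (GRCh38, GENCODE 29). The 3' UTR of CAVIN1 on chromosome 17, 2235 nucleotides long on the minus strand, holds a pair of 8mer sites, AGACACGA at 42402916 to 42402923 and at 42402897 to 42402904, within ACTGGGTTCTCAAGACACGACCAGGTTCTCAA and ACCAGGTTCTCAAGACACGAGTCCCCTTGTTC. DAB2 has AGACACG at 39373348 to 39373354 of chromosome 5, BCL6 has AGACACG at 187721873 to 187721879 of chromosome 3, and SPRY1 has GACACGA at 123403699 to 123403705 of chromosome 4, each in the 3' UTR. TMSB10 has GACACGA at 84906500 to 84906506 of chromosome 2, in a 3' UTR of 252 nucleotides, and S100A4 has AGACACG at 153543664 to 153543670 of chromosome 1. GIPC1 has GACACGA at 14477912 to 14477918 of chromosome 19. Of the 12 named lower genes, 9 have an annotated 3' UTR, and 4 of these 9 hold a 7-mer site (CAVIN1, TMSB10, S100A4 and GIPC1), against 3.53% of all tested genes with a 3' UTR. SPARC holds a 6mer match, and CCL2, FAM24B, SH2D1B and SEPTIN7 hold none.

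**Figure D2:**
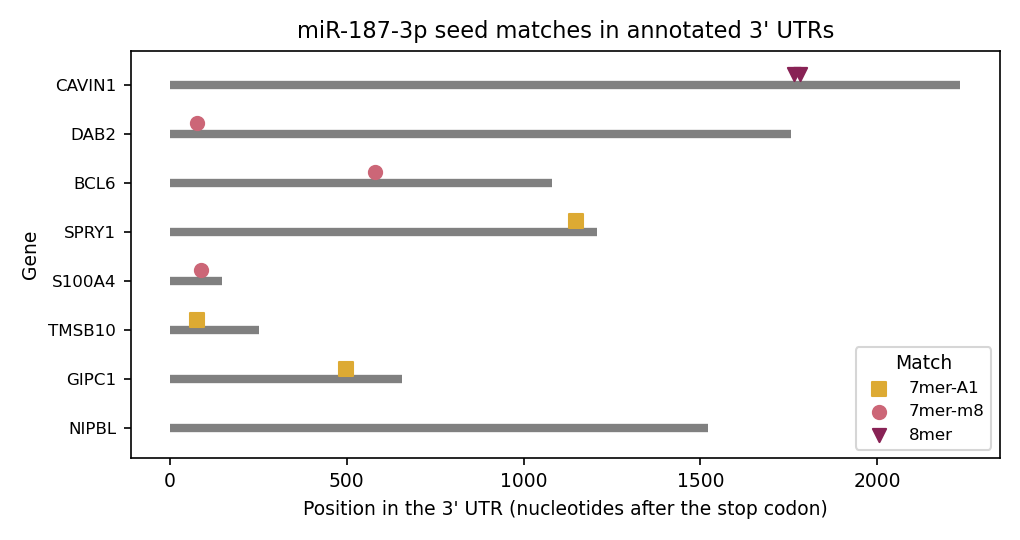
Annotated 3' UTRs drawn to scale in nucleotides after the stop codon, with matches to the miR-187-3p seed marked by type. CAVIN1 holds its 8mer sites at positions 1764 and 1783, TMSB10 a 7mer-A1 site at position 77, and NIPBL none in 1521 nucleotides.

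To ask whether transcripts with a seed match moved together, the 250 tested genes with a 7-mer site for miR-187-3p in the 3' UTR were set against the 6831 without. Site genes had a mean log2 fold change of -0.57 against -0.40, a difference of -0.17, and 91 of them (36.4%) were called lower against 28.3% of the others. The camera test with a preset correlation called this difference (p = 0.0182). The test with an estimated correlation, which has little power here, did not call it (p = 0.647). After median-of-ratios scaling it passed with both (p = 0.000276 with the preset and p = 0.0429 with an estimated correlation). The difference was largest for the longest match and smallest for the shortest. Relative to genes without any match it was -0.27 for 36 genes with an 8mer, -0.16 for 157 genes with a 7mer-m8, -0.17 for 57 genes with a 7mer-A1 and -0.09 for 306 genes with a 6mer. Genes with an 8mer include CAVIN1 (-3.18) and the arrestin gene ARRB1 (-1.94), which fell from 3.38 to 0.143 FPKM. ARRB1 was chosen after its values were seen. The 8mer mean, over only 36 genes, leans on both. Their falls are large enough to account for its lead over the 7-mer types, so the first place of the 8mer rests on them. The strongest fallers of the other types were not set aside. The seed of the other strand, miR-187-5p, showed no such difference (0.01 over 1086 genes, p = 0.452 with a preset correlation). Among 4807 7-mers with 1 CpG, AGACACG ranked 3 by lowest mean difference, after GACACGA, the other miR-187-3p seed match, and CGCTAAC. With the preset correlation the call was lost without miR-NC replicate 1 (p = 0.131) or miR-NC replicate 2 (p = 0.181).

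**Figure D3:**
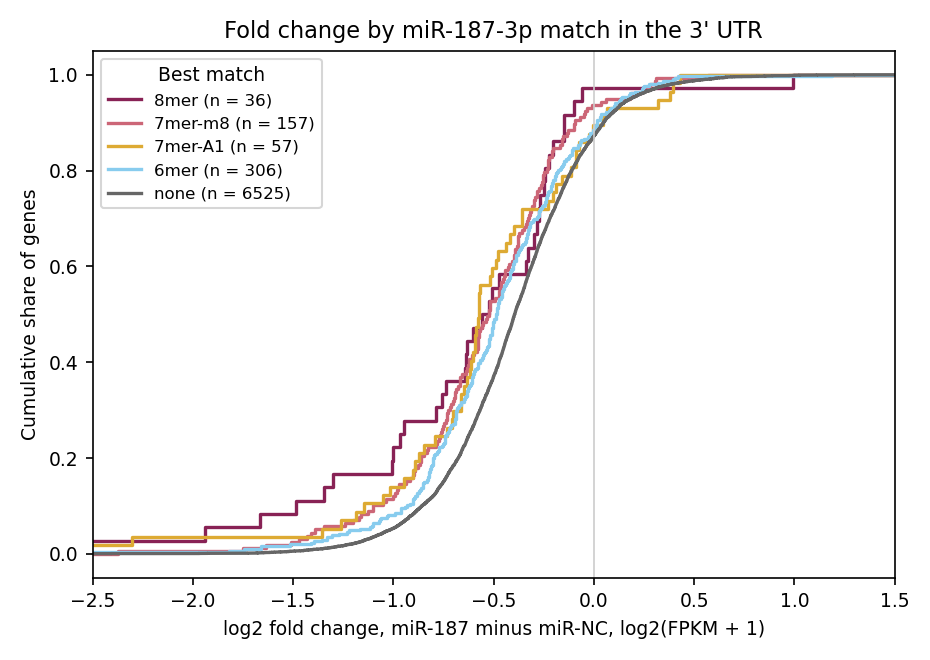
Cumulative share of tested genes (vertical axis) by log2 fold change (horizontal axis) for genes grouped by their best miR-187-3p match in the 3' UTR. The 36 genes with an 8mer have a mean of -0.66 and the 6525 genes without a match, drawn in grey, a mean of -0.40.

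Of 31 lists fixed in advance, 22 had enough tested members, and camera called 7. No call held with an estimated correlation, where 0 of 22 passed (smallest adjusted p = 0.507) and 1 was under an unadjusted p of 0.05. With 2 residual degrees of freedom that test has little power here. Even mitochondrial transcripts, at a camera adjusted p of 6.7e-19 with the preset correlation, had 0.507 with the estimated correlation. Fry called 0 of 22 (smallest adjusted p = 0.0622), with 10 under an unadjusted p of 0.05, whereas after median-of-ratios scaling it called 7. Fgsea called 5 lists. These were endothelial identity, the RT-qPCR markers, interferon response and mitochondrial transcripts, which camera called too, and angiogenesis regulators (adjusted p = 0.0279), which camera did not. It did not call NF-kB (adjusted p = 0.0635), S phase (0.619) or histones (0.518).

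Endothelial identity genes were lower with miR-187 than other genes. Of 21 tested members 14 fell, 1 rose and 6 did not pass, and adjusted over the list alone 15 fell and 1 rose. The junction gene ESAM fell from 115 ± 13.8 to 55.8 ± 0.300 FPKM (SD, n = 2), a log2 fold change of -1.02 (adjusted p = 0.000337). CD34 fell from 1.97 to 0.170 FPKM, PROCR, the protein C receptor gene, from 114 to 60 FPKM, and the caveolin gene CAV1 from 262 to 165 FPKM. CLEC14A was the member that rose, from 1.91 to 3.76 FPKM (adjusted p = 0.0487), and its adjusted p was 0.131 without miR-NC replicate 1, 0.219 without miR-187 replicate 1 and 0.175 without miR-187 replicate 2. CD34 was no longer tested once either miR-NC library was left out. The list median was -0.64, or -0.25 relative to all tested genes (camera adjusted p = 0.00516, and adjusted p = 0.952 with an estimated correlation). It was -0.20 after median-of-ratios scaling, with 5 members lower and 1 higher, and neither PROCR nor CAV1 passed there. With each library left out in turn, 6 of the 15 called members passed every time. The call was lost without miR-NC replicate 1 (adjusted p = 0.167) or miR-NC replicate 2 (adjusted p = 0.132).

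The markers that the study followed by RT-qPCR moved the same way. All 9 tested members fell, 9 when adjusted over the list alone, with a median of -1.12, or -0.73 relative to all tested genes (camera adjusted p = 0.00123, and adjusted p = 0.892 with an estimated correlation). The study chose this list on these cells, so it is not independent evidence of the direction. The heme oxygenase gene HMOX1 fell from 20.6 ± 4.66 to 7.04 ± 0.0826 FPKM (SD, n = 2), the endothelial nitric oxide synthase gene NOS3 from 7.06 ± 0.485 to 2.39 ± 0.286 FPKM, the VE-cadherin gene CDH5 from 10.7 ± 2.33 to 3.91 ± 0.765 FPKM, and ECM1 from 13.7 ± 5.35 to 4.89 ± 0.481 FPKM. CEACAM1, VEGFB, EMC10 and TGFBR2 fell by 0.87, 1.05, 0.83 and 0.85. CEACAM1 was lost without miR-187 replicate 1 (adjusted p = 0.0987) or replicate 2 (0.185), TGFBR2 without miR-NC replicate 2 (0.173), miR-187 replicate 1 (0.232) or miR-187 replicate 2 (0.0636), and VEGFB and EMC10 were no longer tested without either miR-NC library. After median-of-ratios scaling all 9 members stayed below 0 and 4 of the 9 passed as lower. With each library left out in turn, 4 of the 9 passed every time.

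Interferon response genes were the lower list with the smallest adjusted p. Of 24 tested members 19 fell and 0 rose by limma, and 21 fell when adjusted over the list alone. The exonuclease gene ISG20 fell from 121 ± 15 to 44.8 ± 6.39 FPKM (SD, n = 2; adjusted p = 6.5e-05), OAS1 from 53.2 ± 6.97 to 22.9 ± 1.52 FPKM, IFIT3 from 15.9 ± 0.522 to 5.95 ± 0.979 FPKM and IFI27 from 989 ± 16.0 to 665 ± 33.7 FPKM. The median was -0.84, or -0.45 relative to all tested genes (camera adjusted p = 4.7e-06, and adjusted p = 0.892 with an estimated correlation). It was -0.47 after median-of-ratios scaling, where 6 members passed as lower. With each library left out in turn, 10 of the 19 called members passed every time. Inflammatory genes of the NF-kB list were lower too: 5 of 6 tested members fell, 5 when adjusted over the list alone, with a median of -1.03, or -0.64 relative to all tested genes (camera adjusted p = 0.0138, and adjusted p = 0.892 with an estimated correlation). They were CCL2, the inhibitor gene NFKBIA (-1.11), the cytokine gene IL1B (-1.08), the adhesion molecule gene ICAM1 (-0.97) and NFKB1. After median-of-ratios scaling 2 of them passed as lower. The NF-kB call was lost without miR-NC replicate 1 (adjusted p = 0.0613), and CCL2 was the 1 member that passed with each library left out in turn. NFKBIA was lost without miR-187 replicate 1 (adjusted p = 0.0795), as was IL1B (0.0510), and ICAM1 without miR-NC replicate 2 (0.0707) or miR-187 replicate 2 (0.123). NFKB1 had 0.127 and 0.126 without miR-187 replicate 1 and replicate 2 and was not tested without either miR-NC library.

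Angiogenesis regulators fell in part. Of 27 tested members 11 fell, 1 rose and 15 did not pass, and adjusted over the list alone 13 fell and 1 rose. After median-of-ratios scaling 7 were lower and 2 higher. The urokinase gene PLAU fell from 214 ± 2.03 to 54.0 ± 5.41 FPKM (SD, n = 2), a log2 fold change of -1.97, and the growth factor gene FGF1 from 57.2 ± 2.64 to 23.5 ± 3.78 FPKM. As a list they did not pass (median -0.44, or -0.05 relative to all tested genes, camera adjusted p = 0.0781), but they passed in several alternatives: without miR-187 replicate 1 (adjusted p = 0.00322), without the filter (0.00516), with a mean of at least 5 FPKM (0.0283), with the robust fit (0.00565), with the replicate block (0.0127), with quantile normalization (0.0469), with cyclic loess (0.0447) and with fgsea. Genes of the epithelial-mesenchymal transition went both ways. Of 14 tested members 6 fell, among them SPARC, S100A4 and the vimentin gene VIM (-0.52 as deposited and -0.03 after median-of-ratios scaling), and 1, ACTA2, rose, with the same counts adjusted over the list alone (camera adjusted p = 0.793). After median-of-ratios scaling 2 were lower and 2 higher. Of 14 TGF-beta and BMP genes 5 fell and 0 rose by limma, among them the endoglin gene ENG (-0.63), ACVRL1 (-1.07) and SMAD5 (-0.95), and of 15 matrix and adhesion genes 5 fell and 0 rose, led by the metalloproteinase inhibitor gene TIMP3, which fell from 13.9 ± 1.77 to 2.91 ± 0.230 FPKM (SD, n = 2). Both counts were 5 when adjusted over the list alone. After median-of-ratios scaling 1 TGF-beta or BMP gene was lower and 1 higher, and 1 matrix or adhesion gene was lower and 2 higher. By camera neither list differed from other genes (camera adjusted p = 0.793 and 0.885). ENG was lost without miR-NC replicate 2 (adjusted p = 0.0572) or miR-187 replicate 1 (0.0800), ACVRL1 without miR-187 replicate 1 (0.0569) or replicate 2 (0.0682), and SMAD5 without miR-NC replicate 2 (0.131), miR-187 replicate 1 (0.148) or miR-187 replicate 2 (0.0859).

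Cell cycle genes did not move as a block. Of 29 S phase genes, 1 rose and 2 fell, and adjusted over the list alone 1 rose and 1 fell. After median-of-ratios scaling 6 were higher and 0 lower by limma. The ribonucleotide reductase gene RRM2 rose from 54.4 ± 8.07 to 82.7 ± 0.848 FPKM (SD, n = 2), while FEN1 (-0.59) and TK1 (-0.33 as deposited and 0.16 after median-of-ratios scaling) fell in the values as deposited. FEN1 was lost without miR-NC replicate 2 (adjusted p = 0.0799) or miR-187 replicate 2 (0.257), and TK1 without miR-NC replicate 2 (0.0957), miR-187 replicate 1 (0.114) or miR-187 replicate 2 (0.196). The S phase median was -0.20, which lies 0.19 above that of all tested genes (camera adjusted p = 0.0146, and adjusted p = 0.952 with an estimated correlation). After median-of-ratios scaling it turned to 0.17 (camera adjusted p = 0.00212, and adjusted p = 0.324 with an estimated correlation). This call was lost without miR-NC replicate 1 (adjusted p = 0.156) or miR-187 replicate 1 (adjusted p = 0.0598), and without the filter on low values (0.835). Of 29 mitosis genes 5 fell and 0 rose by limma, 2 when adjusted over the list alone, with KIF20A (-1.10), CDK1 and MKI67 (-0.70) first, and the list did not differ from other genes (camera adjusted p = 0.793). Its median of -0.34, which is 0.05 above that of all tested genes, turned to 0.08 after median-of-ratios scaling, with 1 member lower and 1 higher. CDK1 was lost without miR-187 replicate 2 (adjusted p = 0.0565), and MKI67 had 0.0962 and 0.155 without miR-187 replicate 1 and replicate 2 and was not tested without either miR-NC library. The meiotic list had 1 tested member, MEI1, which fell by 0.73 (adjusted p = 0.0298), and its adjusted p was 0.0505 without miR-NC replicate 1, 0.0791 without miR-NC replicate 2 and 0.392 without miR-187 replicate 2. In the cohesin list PTTG1 (-0.39 as deposited and 0.10 after median-of-ratios scaling) and HDAC8 (-0.63) fell among 11 tested members, 2 when adjusted over the list alone (camera adjusted p = 0.866), and neither passed without miR-NC replicate 2 (adjusted p = 0.0914 and 0.0712) or miR-187 replicate 2 (0.276 and 0.256), nor HDAC8 without miR-187 replicate 1 (0.194). After median-of-ratios scaling neither passed, nor did MEI1.

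Transcripts of the mitochondrial genome were higher than other genes. Of 15 members 10 rose, 10 when adjusted over the list alone, and 5 did not pass. After median-of-ratios scaling 2 were higher. The ribosomal RNA MT-RNR1 rose from 3372 ± 350 to 5981 ± 104 FPKM (SD, n = 2), and MT-CYB from 20280 ± 1223 to 28791 ± 1122 FPKM (SD, n = 2). They took 19.3% and 18.4% of the FPKM sum with miR-NC and 22.8% and 24.2% with miR-187. The list median was 0.30, or 0.69 above that of all tested genes (camera adjusted p = 6.7e-19, and adjusted p = 0.507 with an estimated correlation), and it was 0.01 after quantile normalization (adjusted p = 0.485) and 0.08 after cyclic loess (adjusted p = 0.0741), where the list did not pass. Of 9 replication-dependent histone genes 0 passed by limma, also adjusted over the list alone. Their median of 0.02 lay 0.42 above that of all tested genes (camera adjusted p = 0.0146, and adjusted p = 0.892 with an estimated correlation), and this was lost after median-of-ratios scaling (adjusted p = 0.0621), quantile normalization (0.0852) and cyclic loess (0.0741), and without miR-NC replicate 2 (0.196) or miR-187 replicate 2 (0.0864), and without the filter on low values (0.257). Most histone mRNAs of this class lack a poly(A) tail, so their levels depend on the library method. Of 38 ribosomal protein genes 11 fell and 2 rose, and adjusted over the list alone 13 fell and 3 rose. After median-of-ratios scaling this turned to 5 higher and 0 lower by limma. RPL38 fell from 260 ± 4.75 to 115 ± 26.1 FPKM and RPL8 rose from 4300 ± 199 to 5485 ± 74.7 FPKM (SD, n = 2). Random lists matched to it on mean expression mostly had medians between -0.293 and -0.0471 as deposited. The ribosomal list lay at percentile 47.85 of them, so its median was ordinary for genes this abundant. The ribosomal median was -0.18 as deposited, or 0.21 above that of all tested genes, -0.02 after quantile normalization and 0.31 after median-of-ratios scaling, where the list was called higher (adjusted p = 0.00122, and adjusted p = 0.772 with an estimated correlation). It was called higher without miR-NC replicate 1 (adjusted p = 0.0360), without the variance trend (0.0213) and with scaling outside the 100 most abundant genes (0.000326) as well, against an adjusted p of 0.356 with all 4 libraries.

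**Figure D4:**
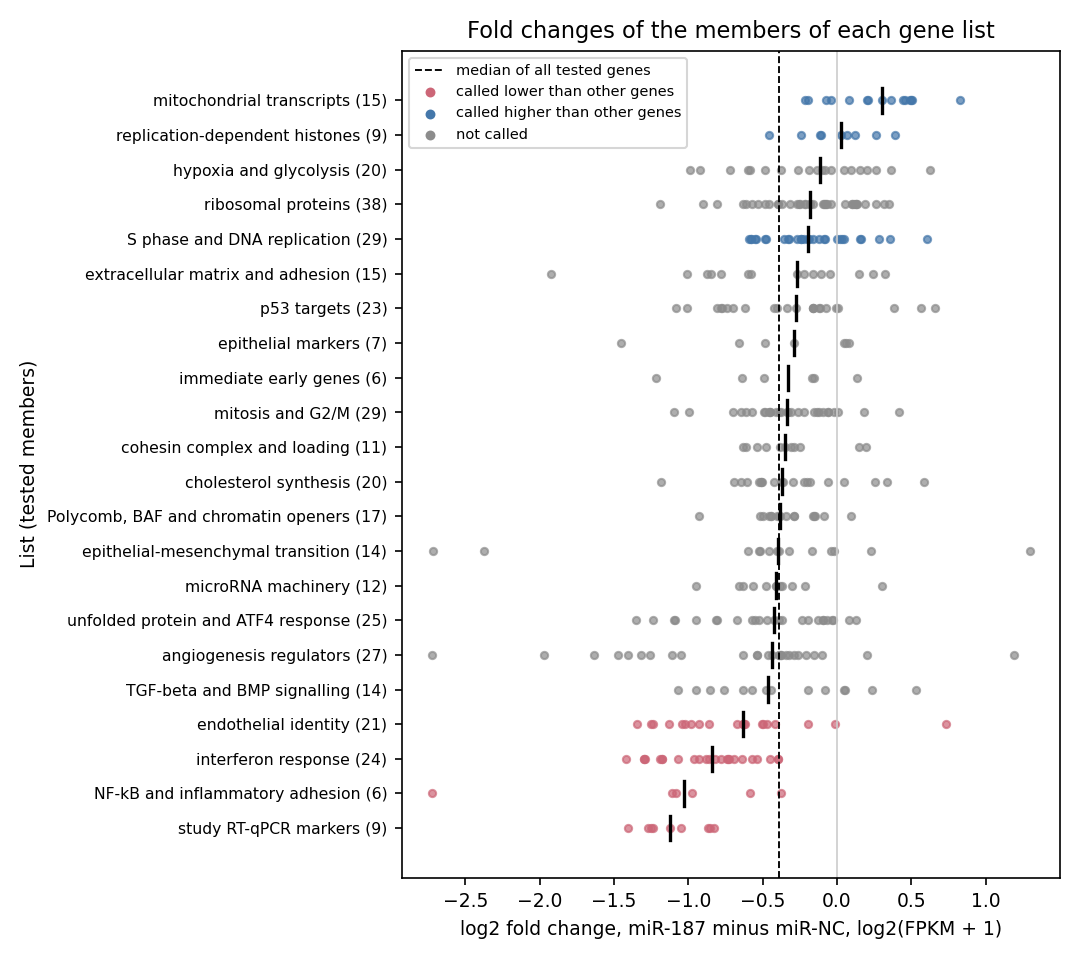
Log2 fold change (horizontal axis) of each tested member of the 22 tested lists, with the list median as a black bar and the median of all tested genes, -0.39, as a dashed line, coloured by the camera call with a preset correlation. Interferon response genes lie to the left of the dashed line with a median of -0.84, and mitochondrial transcripts lie to the right with a median of 0.30 that was 0.01 after quantile normalization.

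The remaining lists did not differ from other genes as deposited. Among 25 unfolded protein and ATF4 response genes 8 fell and 0 rose by limma, led by the stress factor gene DDIT3, which fell from 18.5 ± 0.257 to 7.30 ± 0.895 FPKM (SD, n = 2), CHAC1 (-1.35) and SHMT2 (-0.81), 8 when adjusted over the list alone (camera adjusted p = 0.667). After median-of-ratios scaling 3 were lower and 1 higher. CHAC1 was no longer tested without either miR-NC library. Among 23 p53 targets 8 fell, with GDF15 (-0.70) and CCNG1 (-1.08) first, and 1, FDXR, rose, against 8 and 2 adjusted over the list alone (adjusted p = 0.793), and FDXR was lost without miR-NC replicate 1 (0.152) or miR-187 replicate 2 (0.442). After median-of-ratios scaling 1 p53 target was lower and 3 were higher. Among 20 cholesterol synthesis genes 4 fell, such as EBP (-0.69), and PMVK (0.58) and FDPS (0.33) rose, with the same counts adjusted over the list alone (adjusted p = 0.667), and PMVK had an adjusted p of 0.285 without miR-187 replicate 2. FDPS had 0.132 without miR-NC replicate 1, 0.149 without miR-187 replicate 1 and 0.274 without miR-187 replicate 2. After median-of-ratios scaling 0 cholesterol genes were lower by limma and 2 were higher. Among 20 hypoxia and glycolysis genes 7 fell, such as GPI (-0.92), BNIP3 (-0.99) and LDHA (-0.49 as deposited and 0.00 after median-of-ratios scaling), and 2 rose, with the same counts adjusted over the list alone (adjusted p = 0.197). That list was called higher after median-of-ratios scaling (adjusted p = 0.0170, and adjusted p = 0.7395 with an estimated correlation), where its median turned from -0.12, or 0.27 above that of all tested genes, to 0.29, with 1 member lower and 5 higher, and also with scaling outside the 100 most abundant genes (adjusted p = 0.0124). Among 12 genes of the microRNA machinery 3 fell, CNOT1 (-0.95), TARBP2 (-0.66) and DCP2 (-0.56), 3 when adjusted over the list alone (adjusted p = 0.793), and CNOT1 did not pass without miR-NC replicate 2 (0.0735) or miR-187 replicate 2 (0.124), nor TARBP2 without miR-NC replicate 2 (0.0706) or miR-187 replicate 1 (0.0604). None of the 3 passed after median-of-ratios scaling. DCP2 did not pass without miR-NC replicate 2 (0.0951), miR-187 replicate 1 (0.149) or miR-187 replicate 2 (0.319). The methyltransferase gene EZH2 (-0.93) was the 1 Polycomb and BAF gene of 17 that fell, 0 when adjusted over the list alone (list adjusted p = 0.793). EZH2 did not pass after median-of-ratios scaling (adjusted p = 0.108), had an adjusted p of 0.0814 without miR-187 replicate 2 and was not tested without either miR-NC library. Without the filter on low values the unfolded protein and ATF4 list (adjusted p = 0.0116) and the microRNA machinery (0.0474) were called lower. The phosphatase gene DUSP1 (-1.22) was the 1 immediate early gene of 6, 1 adjusted over the list alone (adjusted p = 0.885).

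Markers of other cell types gave no common picture. Among 7 tested epithelial markers AKR1C3 fell from 13.6 ± 1.10 to 4.33 ± 0.232 FPKM (SD, n = 2) and ALDH1A1 fell by 0.66, 2 when adjusted over the list alone (camera adjusted p = 0.793), whereas the keratin genes KRT8 and KRT18 stood at 1105 and 3067 FPKM with miR-NC and at 1170 and 3176 FPKM with miR-187 and did not pass. ALDH1A1 had an adjusted p of 0.130 without miR-NC replicate 2, 0.258 without miR-187 replicate 1 and 0.166 without miR-187 replicate 2. Lists with fewer than 5 tested members were not tested as lists. Of the 4 tested arterial and venous genes, NR2F2 fell from 24.7 ± 0.184 to 13.3 ± 0.197 FPKM and ANXA1 rose from 1526 ± 71.6 to 1836 ± 62.8 FPKM (SD, n = 2), with 2 lower and 1 higher adjusted over the list alone, and ANXA1 had an adjusted p of 0.139, 0.171 and 0.0772 without miR-NC replicate 2, miR-187 replicate 1 and miR-187 replicate 2. Of 2 tested smooth muscle and fibroblast markers ACTA2 rose, with 1 higher and 1 lower adjusted over the list alone. Of 2 leukocyte markers LYZ fell by 0.95 and of 1 HEK293 marker UCHL1 fell by 0.67, each 1 adjusted over the list alone, and the 1 cardiomyocyte marker, TNNI3, had a log2 fold change of -0.15 and did not pass. ALDH1A1, NR2F2, ANXA1 and LYZ did not pass after median-of-ratios scaling. LYZ had adjusted p values of 0.0624, 0.0675 and 0.167 without miR-NC replicate 2, miR-187 replicate 1 and miR-187 replicate 2, and UCHL1 was -0.18 after median-of-ratios scaling (adjusted p = 0.415). No pluripotent stem cell marker reached the expression filter.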

Values the study reported

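The study listed 21 genes with conserved sites for miR-187, of which 6 had heart defects when knocked out in mice. Together with 3 targets known from earlier work, DAB2, PTRF and SMAD7, this gave 9 genes for RT-qPCR. With miR-187 in endothelial cells derived from stem cells, 6 were reported as down and 3 as up. For the EA.hy926 libraries the study ran GSEA with an FDR threshold of 0.25 and described as impaired the gene sets for endothelial proliferation, EMT, the meiotic cell cycle and vasculature development. A binding sequence for miR-187 in the NIPBL 3' UTR was described as shared by mouse and human. From reporters with that 3' UTR, intact or mutated, and from pull-down with labelled miR-187, the study reported direct binding. It also reported lower NIPBL mRNA and protein in endothelial cells derived from stem cells and in heart endothelial cells of miR-187 knock-in mice. In right ventricles of fetuses with tetralogy of Fallot, NIPBL mRNA was reported lower. These assays were not re-analysed here. Transfected cells were harvested after 48 hours. In endothelial cells derived from stem cells, a system not analysed here, 208 genes were reported lower with miR-187.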

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

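Cyclic loess normalization and scaling by the FPKM outside the 100 most abundant genes were chosen after the data were seen, and the other settings before. The number of genes changed was 2358. It was 0 without the filter on low values (limma, 4189 at an unadjusted p under 0.05), 686 with median-of-ratios scaling, 612 with quantile normalization, 678 with cyclic loess, 986 with scaling outside the 100 most abundant genes, 481 at an absolute log2 fold change of at least 1 and 892 at an adjusted p below 0.01. Leaving out each library in turn gave 894 to 2838. The other 7 settings stayed within 1.5 times, from 1719 without the variance trend to 2817 with the robust fit. The stricter thresholds leave fewer genes by construction. For the other settings the cause was not tested.

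The log2 difference of NIPBL, -0.25, was -0.51 and -0.57 with pseudocounts of 0.1 and 0.01, and -0.31 with TPM. It was -0.0386 with median-of-ratios factors from the tested genes and -0.13 with scaling outside the 100 most abundant genes. With each library left out it was -0.30 to -0.20. NIPBL has no value with a mean FPKM of at least 5, quantile normalization or cyclic loess, since it was not among the genes fitted. The predicted targets have no value with a mean FPKM of at least 5. In the other 18 settings they were not called, with p from 0.268 to 0.684 with each library left out, and leaving NIPBL out of the list moved nothing, since NIPBL was not tested.

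The 7 gene lists called became 0 with an estimated correlation and 0 with fry, and 5 to 7 with each library left out. Other settings gave 5 to 9. The p of the seed-site genes, 0.0182, rose to 0.221 without the filter and to 0.647 with an estimated correlation, and ranged from 0.000909 to 0.181 with each library left out (0.131 without miR-NC replicate 1 and 0.181 without miR-NC replicate 2). In the other 15 settings it stayed under 0.05 in the same direction. Of the 24 named genes 0 passed without the filter, for which the cause was not tested, 19 to 22 passed with a library left out, and 22 passed with median-of-ratios scaling, with quantile normalization and with cyclic loess.

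With the replicate number as a block 2633 genes were called (142 higher and 2491 lower), 8 lists, 24 named genes, and p was 0.0028 for the seed-site genes and 0.463 for the predicted targets. The deviations of same-numbered libraries from their group means had a correlation of -0.06, so the numbers are shared only in name, and the block added a call for the angiogenesis list (adjusted p = 0.0127). With 1 library left out, the lone library of its group is assumed to vary like the other group.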

Other observations

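The tests of transcript length, GC content, matched 3' UTR length and expression, NIPBL transcripts and upstream matches in the strongest fallers were chosen after the result was seen, and the others before.

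Genes in the following 2 paragraphs were chosen after their values were seen. Both genes of plasminogen activators fell, PLAU by 1.97 and PLAT, which went from 31.5 ± 4.43 to 10.5 ± 1.56 FPKM (SD, n = 2; adjusted p = 0.00024). After median-of-ratios scaling the log2 fold change was -1.49 for PLAU and -1.04 for PLAT, and both passed. The urokinase receptor gene PLAUR was -0.32 as deposited and 0.17 after that scaling.

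Caveola genes were not tested as a group. CAV1 fell by 0.67, CAV2 by 0.73 and CAVIN2 by 1.02 (adjusted p = 0.0026, 0.011 and 0.0138), and after median-of-ratios scaling they read -0.19, -0.26 and -0.63 and did not pass, while CAVIN1 did. Genes of actin and its partners were not tested as a group either. ACTB rose by 0.66, TPM3 by 0.38 and TPM4 by 1.35, whereas the linker genes VCL, ACTN1 and FLNA fell by 1.05, 0.65 and 0.58. After median-of-ratios scaling the linker genes stayed below 0 without passing (-0.65, -0.19 and -0.12), TPM3 (0.86) and TPM4 (1.83) passed, and ACTB (1.15) did not.

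The median tested gene was lower with miR-187, at -0.39. Transcript length and GC content do not account for it: with genes in 5 equal groups, the highest median of a group was -0.32 by length and -0.37 by GC content. Scaling by the FPKM outside the 100 most abundant genes moved the median to -0.18. This leaves open whether a larger share of a few abundant genes explains the shift, because a true fall of most mRNAs would raise that share too and FPKM holds no outside reference. That a lower mRNA content with miR-187 underlies it stays open and untested.

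Genes with a miR-187-3p site fell further than genes without. Longer 3' UTRs or lower expression do not account for it, since the difference from genes matched on both was -0.17 (permutation p = 0.0001, the smallest that 10000 resamples can give). Among the other 4806 7-mers with 1 CpG, 2 had genes as low, and 1 of these is the overlapping seed match GACACGA. Genes with an 8mer lay -0.17 below genes with a 6mer (permutation p = 0.021), a difference that leans on CAVIN1 and ARRB1. Both permutation tests shuffle the site label over genes. They treat genes as independent and do not measure the spread between libraries. Seed pairing of miR-187-3p is a candidate explanation for this small difference, and in the values as deposited the call rests on both miR-NC libraries and on the preset correlation, whereas after median-of-ratios scaling it passed with an estimated correlation too.

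A match outside the 3' UTR was also tested. Among genes without a 3' UTR match, 448 held a 7-mer match in the 5' UTR or coding sequence. Their mean lay -0.12 below the 6077 without (permutation p = 5e-05, the smallest that 20000 resamples can give). It lay -0.10 below genes matched on the length of that sequence and on expression. This permutation also treats genes as independent, and the upstream difference was not ranked among other 7-mers. Of the strongest fallers without a 3' UTR match, CCL2, FAM24B, SH2D1B and SEPTIN7, 0 of 4 hold an upstream 7-mer match. With 448 genes holding such a match against 6077 without, 4 genes are too few to tell. None of the 24 tested interferon response genes holds a 7-mer site in the 3' UTR. Among all tested genes with a 3' UTR 3.53% hold one, so this is not unusual for 24 genes.

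NIPBL read lower with miR-187, at a log2 ratio of means of -0.58. Of 3245 genes at a mean of 0.5 to 1.5 FPKM, 54.7% had a ratio as low, and their median was -0.65, so the value of NIPBL is consistent with the shift shared by genes at its level. No match to the miR-187-3p 6mer was found in its annotated transcripts (0 of 8), which argues against a contiguous seed site within them. The study describes a binding sequence in the NIPBL 3' UTR and reports reporter and pull-down assays of binding to that 3' UTR. This search did not find the sequence, nor a 6mer match shifted by a base along the seed in the annotated 3' UTR. The annotation or the form of site searched may be the reason. Sites past the annotated ends and pairing outside the seed were not searched and stay open.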
